# Hypoxia and ERα Transcriptional Crosstalk Is Associated with Endocrine Resistance in Breast Cancer

**DOI:** 10.3390/cancers14194934

**Published:** 2022-10-08

**Authors:** Charly Jehanno, Pascale Le Goff, Denis Habauzit, Yann Le Page, Sylvain Lecomte, Estelle Lecluze, Frédéric Percevault, Stéphane Avner, Raphaël Métivier, Denis Michel, Gilles Flouriot

**Keywords:** breast cancer, estrogen receptor alpha, endocrine resistance, hypoxia

## Abstract

**Simple Summary:**

Hormone receptor positive breast cancer patients are treated with anti-hormone molecules as a standard of care. However, resistance frequently occurs, leading to hormone resistant metastatic relapses in foreign organs. Understanding the molecular mechanisms through which breast cancer cells evade therapeutic pressure is of paramount interest. Hypoxia, which refers to oxygen deprivation and is characterized by the activation of hypoxia inducible factors, is a common feature of the solid tumor microenvironment, yet its influence on estrogen receptor alpha activity remains elusive. Here, we investigate the consequence of hypoxia and the signaling of hypoxia inducible factors on hormone responsiveness in breast cancer cells and its clinical implications.

**Abstract:**

Estrogen receptor-alpha (ERα) is the driving transcription factor in 70% of breast cancers and its activity is associated with hormone dependent tumor cell proliferation and survival. Given the recurrence of hormone resistant relapses, understanding the etiological factors fueling resistance is of major clinical interest. Hypoxia, a frequent feature of the solid tumor microenvironment, has been described to promote endocrine resistance by triggering ERα down-regulation in both in vitro and in vivo models. Yet, the consequences of hypoxia on ERα genomic activity remain largely elusive. In the present study, transcriptomic analysis shows that hypoxia regulates a fraction of ERα target genes, underlying an important regulatory overlap between hypoxic and estrogenic signaling. This gene expression reprogramming is associated with a massive reorganization of ERα cistrome, highlighted by a massive loss of ERα binding sites. Profiling of enhancer acetylation revealed a hormone independent enhancer activation at the vicinity of genes harboring hypoxia inducible factor (HIFα) binding sites, the major transcription factors governing hypoxic adaptation. This activation counterbalances the loss of ERα and sustains hormone-independent gene expression. We describe hypoxia in luminal ERα (+) breast cancer as a key factor interfering with endocrine therapies, associated with poor clinical prognosis in breast cancer patients.

## 1. Introduction

ERα has a central role in the development of hormone-dependent breast cancer, mainly by triggering the activation of transcriptional programs promoting cell proliferation, resistance to cell death or angiogenesis upon E2 stimulation [1]. ERα-expressing luminal A and B breast tumor subtypes account for 70% of total breast cancers [2], and are treated by hormone therapy aiming either at selectively blocking ERα activity (Selective Estrogen Receptor Modulator—SERM), dampening ERα expression (Selective Estrogen Receptor Degrader—SERD) or suppressing production of endogenous E2 (Aromatase Inhibitor—AI, LH-RH agonists) [3]. It is estimated that approximately 30 to 40% of these tumors initially fail to respond to endocrine therapy because of intrinsic mechanisms of resistance and/or relapse after several months/years of treatment by de novo acquisition of resistance [3]. Activating mutations in the *ESR1* gene (Y537S, D538G) [4], oncogenic activation of growth signaling pathways [5,6], activation of EMT (epithelial-to-mesenchymal transition) programs by CAFs derived cytokines or growth factors [7,8] or via MRTFA translocation [9] are examples of mechanisms contributing to hormone resistance and therapy failure. Of note, very little is known about the contribution of the tumor microenvironment (TME) to anti-hormone therapy resistance. Among the different features of the TME is oxygen deprivation, also known as hypoxia, observed in more than 50% of the solid breast tumors [10]. In normal breast tissue, oxygen tension is estimated to be around 60 to 70 mmHg of pO2 (8/9%) whereas it can drop down to < 8 mmHg of pO2 (<1%) in the case of severe hypoxia [11,12]. Hypoxia has been described to promote a wide range of malignant traits such as the epithelial–mesenchymal transition (EMT), angiogenesis or metabolic reprogramming, classified as “Hallmarks of cancer” [13,14]. These programs are governed by the evolutionarily conserved hypoxia-inducible factors HIF1α and HIF2α (hypoxia inducible factor) [15]. In normoxic conditions, HIFα factors are continuously addressed for proteasomal degradation by oxygen-dependent prolyl-hydroxylase enzymes (PHD) and E3 ubiquitin–ligase von-Hippel Lindau (pVHL) [16]. When oxygen becomes scarce, HIFα factors are stabilized and accumulate in the nucleus where they activate transcription programs to adapt to hypoxia [17].

Hypoxia has been shown to inhibit ERα expression both in vitro and in vivo [18,19,20], yet conflicting studies co-exist in the literature in regard to its consequences on estrogenic signaling. Our work confirms hypoxia-induced down-regulation of ERα using both gas hypoxia and Cobalt Chloride (CoCl2) hypoxia mimetic agents on the ERα-positive breast cancer cell lines MCF7 and T47D, predominantly at the protein level. It has been reported that hypoxia, via the HIFα factors, and ERα share common transcriptional target genes, yet consequences of hypoxia on ERα transcriptional activity and binding to chromatin remain unknown [21,22]. Our data demonstrate that hypoxia differentially regulates a fraction of ERα responsive genes, either by inhibiting or by enhancing their expression. Genome-wide mapping of ERα binding using ChIP-Seq shows important reprogramming of ERα cistrome in hypoxia, with a massive loss of ERα binding sites (ERBSs) and unexpected acquisition of hypoxia-specific ERBS. Targeted H3K27Ac ChIP experiments revealed hypoxia-dependent enhancer activation of ERα target genes, whose expression can predict worse overall survival, and revealed that HIFα factors play a crucial role in the reprogramming of ERα cistrome. In conclusion, our work demonstrates that hypoxia can modulate efficacy of endocrine therapies by interfering with estrogenic signaling.

## 2. Materials and Methods

### 2.1. Cell Culture and Treatments

MCF7 and T47D cells were routinely maintained in DMEM (GIBCO, ThermoFisher Scientific, Waltham, MA, USA) supplemented with 10% fetal calf serum (FCS; Biowest, Nuaillé, France) and antibiotics (GIBCO) at 37 °C in 5% CO2. When treatments with steroids were required, the cells were in phenol red free DMEM (GIBCO) supplemented with 2% dextran/charcoal-stripped FCS (dsFCS; Biowest) prior to the experiments. E2 and 4-hydroxy-tamoxifen (4-OHT) were purchased from Sigma–Aldrich. Proteasomal inhibitor MG-132 was purchased from Enzo Life Sciences France, Villeurbanne, France (BML-PI102-0005). Hypoxic treatments were performed using chemical mimicking agent, cobalt chloride (CoCl2), from Sigma–Aldrich, Saint-Louis, MO, USA. When specified on the figure gas, hypoxia was performed in an H35 hypoxystation from Don Whitely Scientific, Victoria Works, United Kingdom. MCF7 cells were exposed for one month in the presence of 200 µM of CoCl2 to induce hypoxia. Rescued cells were obtained after one month of recovery in CoCl2-free media. siRNA Transfections were carried out using lipofectamine RNAiMAX (Invitrogen, Waltham, MA, USA) reagents according to the manufacturer’s instruction. Human HIFα siRNAs (Mission esiRNA, HIF1α; EHU151981, HIF2α; EHU008751) were obtained from Sigma–Aldrich.

### 2.2. Proliferation Assay and TUNEL Assay

For the proliferation assay, 10,000 MCF7 cells were plated in 24-well plates and then culture in steroid free medium with 2% FBS for 24 h. Cells were then treated with either E2 (10 nM) or 4-OHT (1 µM) for 6 days. After treatment, cells were trypsinized, numeration was performed using a TC10 Automated Cell Counter (Bio-Rad, Hercules, CA, USA). The terminal deoxynucleotidyl transferase mediated d-UTP nick-end labeling (TUNEL) assay was used to measure the level of apoptotic cells as defined by detecting DNA fragmentation (In Situ Cell Death detection kit, Roche, Basle, Switzerland).

### 2.3. Cell Cycle Analysis by Flow Cytometry (FACS)

After 48 h of hormone stimulation, cells were trypsinized and resuspended in IFA buffer (HEPES 10 mM, NaCl 150 mM, FBS 4%). Cells were fixed with ice-cold 70% ethanol for 30 min, rinsed with PBS and permeabilized with IFA buffer/0.5% Tween. RNAs were eliminated by RNase A (100 ug/mL) treatment for 1 h at room temperature, and then cells were incubated with propidium iodide 1 mg/mL, for 30 min. The suspension was filtered through a nylon mesh prior to analysis using a FACS Calibur Flow Cytometer (BD Bioscience). For each condition, 20,000 cells were counted.

### 2.4. Antibodies and Immunofluorescence

The primary antibodies used for Western blotting and immunofluorescence analyses were the following: ERα (HC-20, Santa Cruz, Santa Cruz, CA, USA, sc-543), ERK (Santa Cruz, sc94), HIF1α (Abcam, Cambridge, United Kingdom, ab2185) and HIF2α (Abcam, ab199), pAKT_Ser473 (Cell Signaling, 4060). For western blotting, the peroxidase-conjugated secondary antibodies directed against rabbit or mouse constant fragments were purchased from GE HealthCare, Chicago, IL, USA. For immunofluorescence, secondary antibodies coupled with 594 or 488 Alexa Fluor dyes were obtained from Abcam. The slides were mounted in mounting medium with DAPI (Sigma–Aldrich, Saint-Louis, MI, USA). Images were obtained with an ApoTome Axio Z1 Imager microscope (Zeiss, Göttingen, Germany) and processed with Axio Vision Software (4;8;2 SP1, Zeiss, Göttingen, Germany). Fluorescence was quantified with ImageJ software from images obtained with identical exposure time.

### 2.5. Western Blotting

Cells were lysed in NP-40 lysis buffer (50 mM Tris-HCl (pH 7.5), 150 mM NaCl, 1% Nonidet P40, 0.5% sodium deoxycholate and 0.1% SDS) containing a cocktail of protease and phosphatase inhibitors (Roche), or directly lysed into 2X Laemmli buffer. Whole protein extractions were denaturized at 95 °C for 5 min, subjected to sonication (Bioruptor, Diagenode, Liège, Belgium) and transferred on nitrocellulose membrane (GE HealthCare) after being separated on SDS polyacrylamide gel. Primary antibodies were incubated in TBS 5% milk supplemented by 0.1% of Tween (Sigma–Aldrich).

### 2.6. RNA Extraction and RT qPCR

RNA extractions were performed using RNeasy kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. Reverse transcription was performed on 1 µg of RNA with a random primer using iScript Reverse Transcription Supermix purchased from BioRad. Quantitative RT-qPCR were performed using the iQ™ SYBR_ Green Supermix from BioRad using CFX384 Touch Real-Time PCR Detection machine (Bio-Rad, Hercules, CA, USA). TBP was used as internal control, and the primer sequences used for qPCR reaction are indicated in Supplementary Table S1.

### 2.7. Microarray Preparation

MCF7 cells were cultured in phenol red free DMEM (GIBCO) supplemented with 2% dextran/charcoal-stripped FCS (dsFBS; Biowest) 72 h prior to the experiments. Then, cells were treated for 8 h with EtOH or 10 nM of E2. After treatment, the control, CoCl2-treated and rescued cells were immediately harvested. Total RNA was purified using the RNeasy kit (Qiagen) and quantified using the Nanodrop 1000 spectrophotometer (Nanodrop Technology, Cambridge, UK), as previously described [23]. The RNA quality was controlled with Bioanalyzer and RNA integrity Number (RIN) were between 8.6 and 9.7. A one-color whole gene expression modification analysis was performed using the Agilent Whole Human Genome 8 × 60 K Microarray kit (Agilent Technologies, Santa Clara, CA, USA). Four replicates per condition were analyzed with the GeneSpring GX software (Agilent Technologies). Briefly, the expression profile was log2-transformed and normalized (Quantile), and 23 531 gene entities were eventually detected on the microarrays. Expression level-based filters (intensity greater than 125) were applied, and finally, the considered list contained 17 291 gene entities. The complete data set was deposited in the Gene Expression Omnibus (GEO) database (www.ncbi.nlm.nih.gov/geo, accessed on 9 October 2022, GEO series accession number: GSE111914).

### 2.8. Microarray Analysis

A gene entity list was filtered by fold change >1.5 between all conditions. Gene expression modifications were then compared using an ANOVA followed by a post-hoc Tukey test. *p*-values were adjusted by controlling the false discovery rate (FDR) with the Benjamini and Hochberg (BH) correction for multiple testing. A total of 15 direct side-by-side comparisons were performed. A gene was considered significantly differentially expressed if the adjusted *p*-value was below 0.05, and the absolute fold-change (FC) was above 1.8 at least in one comparison.

### 2.9. Chromatin Immunoprecipitation (ChIP)

The sub-confluent control, CoCl2-treated and rescued MCF7 cells were grown for 72 h in phenol red-free DMEM (Invitrogen) containing 2% dextran/charcoal-stripped FCS (Biowest), and then treated with 10 nM E2 or ethanol (vehicle control) for 50 min. Cells were then washed twice with ice-cold PBS and cross-linked for 10 min with 1.5% formaldehyde (Sigma) and the reaction was stopped with 0.125 M glycine for 1 min. Following two washes in cold-PBS, cells were scraped into 500 µL PBS with protease inhibitors (Complete Inhibitors, Roche), spun 2 min at 3000 g and snap frozen to −80 °C. After cell lysis in 300 μL of lysis buffer (10 mM EDTA, 50 mM Tris-HCl (pH 8.0), 1% SDS, 0.5% Empigen BB), ChIP was performed as previously described [24]. Antibodies against ERα (HC-20, sc-543, Santa Cruz), H3K27ac (ab4729, Abcam) and H3K4me2 (07-030, Merck Millipore, Burlington, MA, USA) were used in these assays. DNA was purified on NucleoSpin columns (Macherey-nagel, Hoerdt, France) using NTB buffer. ChIP experiments were performed from at least five biological independent replicates. Primers for real-time PCR are provided in Supplementary Materials (Table S1).

### 2.10. ChIP-Sequencing (ChIP-Seq) and Data Analysis

We pooled DNA originated from at least 20 different ChIP experiments conducted as described above. The ChIP DNA was prepared into multiplexed libraries and sequenced using an Illumina HiSeq apparatus at the GenomEast platform (Institut de Génétique et de Biologie Moléculaire et cellulaire; Strasbourg, France). Pooled control input DNA were processed in parallel. Reads were aligned onto the indexed chromosomes of the human hg19 (GRCh37) genome using bowtie 0.12.7 [25], allowing at most two mismatches (parameters -n 2; -l 28; -m 1 with -best and -strata options). Sequencing statistics are given in Table S2. Extracted reads were then converted to .wig signal files, using samtools [26] and MACS [27] with default parameters. To restrict the inter-sample biases due to slightly different sequencing depths, the raw signals were normalized to the maximum depth obtained. The normalizing coefficient is indicated within Table S2. Peak calling was then operated as previously [24] using the algorithm described in [28] at different *p*-value thresholds and the input control file as reference. The .bed files containing the identified genomic coordinates of ERBSs were subsequently filtered against the lists of repetitive sequences obtained from the UCSC (blacklist; http://genome.ucsc.edu/cgi-bin, accessed on 25 April 2016). Regions exhibiting high background signal generated by a poor normalization to input due to excessive sequence overrepresentation (consecutive of the highly rearranged genome of MCF7 cells) were also removed. Motifs analyses were performed using the SeqPos algorithm (http://cistrome.org/ap/, accessed on 28 September 2018) [29], and functional annotations were carried out under the GREAT web-platform (http://great.stanford.edu/, accessed on 15 October 2018) [30]. All other integrative analyses of the ChIP-seq data were performed using home-made scripts and algorithms from the cistrome web-platform (http://cistrome.org/ap/, accessed on 28 September 2018) (Table S3).

### 2.11. Clinical Analysis

Clinical data concerning the METABRIC and TCGA cohorts were extracted from cBioportal (https://www.cbioportal.org/, accessed on 10 June 2021). Kaplan–Meier Plots for HIF1α and HIF2α were generated from the Breast Cancer Kaplan–Meier Plotter (https://kmplot.com/analysis/, accessed on 20 July 2021).

### 2.12. Statistical Analysis

Statistical analyses were performed using Prism software (Prism 9.4.1, San Diego, CA, USA). Statistical significance was determined using the Mann–Whitney *t*-test and was indicated as follows: (*) *p* < 0.05; (**) *p* < 0.01; (***) *p* < 0.001.

## 3. Results

### 3.1. Hypoxia Dampens ERα Expression Level and Modulates E2 Sensitivity at the Cellular Level

Previous works showed that hypoxia induces ERα loss of expression [18,19,20]. We confirm this decrease in the luminal breast cancer cell line MCF7 exposed 24 h either to Cobalt Chloride (CoCl2) or 1% gas hypoxia using H35 hypoxystation from Don Whitely Scientific (Figures S1A,B, S9 and S10). CoCl2 was then used as a hypoxia mimicking agent for the study. ERα down-regulation by CoCl2 was also confirmed in the T47D breast cancer cell line (Figures S1D and S11). Long-term exposure of MCF7 to CoCl2 (1 month) led to a similar drop of ERα expression, compared to a short 24 h exposure (Figure 1A and Figure S1A) suggesting that ERα degradation reaches a plateau under constant hypoxic pressure. Nuclear translocation of hypoxia-inducible factors HIF1α and HIF2α was confirmed by immunofluorescence for 24 h and 1-month CoCl2 exposure (Figure S2). Given that tumors in vivo are exposed to chronic hypoxia, we privileged long-term hypoxia exposure (1 month) in the following experiments. qPCR analysis of ERα mRNA level revealed a modest decrease upon hypoxic pressure, suggesting that expression loss occurs mainly at the protein level (Figure S1C). Treatment of MCF7 cells with the proteasome inhibitor MG-132 rescued hypoxia-induced ERα drop, confirming this observation (Figure 1A and Figure S8). We also demonstrate that ERα loss is reversible as cessation of hypoxic pressure restored its expression (Figures S1E and S12). Cell cycle analysis using FACS revealed a loss of S-phase entry upon E2 stimulation under hypoxic pressure, as compared to a 2 to 3-fold increase in normoxia (Figure 1B). This result indicates that CoCl2-induced hypoxia abrogates E2-mediated proliferation. Intriguingly, a 2-fold increase in the percentage of cells in S-phase in CoCl2 treated MCF7 cells in the absence of E2 ligand was observed as compared to the control, indicating that hypoxia can induce proliferation independently of E2 (Figure 1B). Of note, while 4-OHT treatment abrogates S-phase entry in normoxic conditions, it failed to prevent hypoxia-dependent S-phase entry, thus indicating the acquisition of anti-hormone resistance. To confirm whether S-phase entry was translated into increased cell proliferation, we performed cells counting experiments. We first confirmed the loss the of E2-induced proliferation under hypoxia, as compared to normoxia (Figure 1C and Figure S1F). However, we could not observe increased cell proliferation in absence of E2 in CoCl2 treated cells, highlighting a loss of hormonal control (Figure 1C). To explain this result, we finally performed terminal deoxynucleotidyl transferase mediated d-UTP nick-end labeling (TUNEL) assessing apoptosis. Strikingly, we observed a 3-fold increase in cell death in hypoxia as compared to the control and a complete loss of E2-mediated protective effects in CoCl2-treated cells (Figure 1D). Corroborating this observation, the abundance of *p*-AKT (Ser473) was reduced in MCF7 cells exposed to CoCl2 (Figure 1A). We also demonstrate that E2-dependent proliferation is restored 1 month after CoCl2 removal (Figure S1G). Altogether, these results show that hypoxia can induce S-phase entry in MCF7 cells, independently of the presence of E2, but that it does not translate into increased proliferation, as it is counter balanced by increased hypoxia-induced apoptosis.

### 3.2. Hypoxia-Induced E2-Dependant Transcription Reprogramming

To further elucidate the effects of hypoxia on estrogenic signaling, we assessed the transcriptional response to E2 in MCF7 cells in normoxic and CoCl2-treated MCF7 cells using a microarray. Control and CoCl2-exposed MCF7 were treated for 8 h with 10 nM of E2 or EtOH. Differential gene expression (DE) analysis (FDR 0.05—FC 1.8) and supervised clustering revealed a first category of genes whose expression depends on hypoxia exclusively.

Functional annotation identified classical hypoxic pathways such as metabolic reprogramming and glycolysis (Figure S3A,B). Transcriptional network reconstruction using AMEN [31] further confirmed that a substantial number of those genes are direct or indirect HIF1α and/or HIF2α target genes (Figure S3C,D). The analysis of the transcriptome revealed a second category comprising 584 genes differentially expressed genes upon E2 treatment, 518 in normoxic cells and 311 in CoCl2-treated MCF7 cells. Strikingly, more than half of these genes (273) display a loss of E2-dependent regulation in CoCl2-treated cells (Figure 2A). Hypoxia therefore exerts an overall inhibitory effect on the hormone-dependent regulation of ERα target genes, consistent with the loss of ERα expression and cellular response to E2. Intriguingly, we detected 66 (47 up-regulated, 19 down-regulated genes) hypoxia-specific E2-regulated genes, indicating a partial reprogramming of E2 transcriptional response in hypoxia. Interestingly, scatter plot analysis revealed a similar Log2 fold change for the remaining E2-dependant genes both in normoxia and hypoxia, indicating that ERα transactivation (capacity to regulate a target gene) is not inhibited by hypoxia (Figure 2B). We also demonstrate that E2-mediated transcription is restored 1 month after CoCl2 removal (Figure S4A), indicating that hypoxia does not imprint a long lasting memory effect at the transcriptional level.

Among the 584 hormone responsive genes, clustering analysis allowed the identification of six gene clusters, either down-regulated (C1 to C3) or up-regulated (C4 to C6) upon E2 treatment, with subgroups referring to as genes whose basal expression level is down-regulated by hypoxia (C1 and C4), unchanged (C2 and C5) or up-regulated by hypoxia (C3 and C6), respectively (Figure 2C). For each cluster, the expression pattern has been validated using RT-qPCR on a panel of representative genes (Figure 2D). Changes in the expression profile were also confirmed on some selected genes in the T47D cell line (Figure S5A). Among the genes of clusters C1 and C4 whose expression is inhibited by hypoxia, we found the progesterone receptor (PGR) or the chemokine CXCL12, which are typical markers of hormone responsiveness. Interestingly, the clusters C3 and C6 corresponding to genes whose expression is up-regulated by hypoxia, indicating that hypoxia can sustain their expression level despite loss of ERα expression. This cluster especially includes the epidermal growth factor AREG and the epigenetic regulator KDM4B. Altogether, these results reveal an important overlap between estrogenic and hypoxic signaling.

### 3.3. Hypoxia-Induced Chromatin-ERα Interaction Reprogramming

To further elucidate the mechanisms accounting for hypoxia-mediated changes in ERα-dependent gene expression and to assess whether the receptor binding to chromatin was modulated by hypoxia, we performed ChIP-Seq targeting ERα in MCF7 control and CoCl2-exposed cells, treated with E2 or EtOH for 50 min [32]. 

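ERα ChIP-seq covered MCF7 cells, an ERα-positive breast cancer cell line, in 3 states: control, exposed to 200 µM CoCl2 for 1 month, and rescued, kept without CoCl2 for 1 further month. CoCl2 is a hypoxia mimetic agent that stabilizes HIFα proteins. Cells of each state received ethanol (EtOH, the vehicle) or 10 nM E2. The authors pooled DNA from at least 20 ChIP experiments into 1 library per condition. There are therefore no replicates, and no test or SD is given. The authors aligned reads to hg19 (GRCh37) with bowtie, keeping reads with a unique position, and scaled the signal to the deepest library. They called peaks against input DNA at a p-value threshold chosen for each condition. Their methods also describe the removal of repetitive sequences and of regions with high background signal that come from the rearranged MCF7 genome. The deposited lists give the chromosome, start and end of each ERBS, with no height or p-value, so the width of a region takes the place of its score here. The median width lies between 265 and 285 bp in the 6 lists, which cover 8.57 Mb (CoCl2, E2) to 14.6 Mb (control, E2) of the genome. Sequencing depth is given in Table S2, which was not used here.
Runs of closely spaced ERBSs stand out in all lists. In 41 windows of 1 Mb on 10 chromosomes, each of the 3 EtOH lists holds at least 20 ERBSs, and 31 of these windows lie on chromosomes 1, 3, 17 and 20. Chromosome 3 from 61000001 to 65000000 holds 2353 ERBSs of control EtOH cells, and chromosome 17 from 56000001 to 62000000 holds 1448. These dense windows contain 68.1% of the ERBSs of control EtOH cells (Wilson 95% interval 67.3 to 68.9%, counting error only), 32.5% with E2, 72.2% and 51.5% in CoCl2-treated cells, and 60.3% and 33.9% in rescued cells. Values are given for the whole lists and, as a setting chosen after seeing the data, outside dense windows. ERBSs of 2 lists were called shared when they overlap by at least 1 bp. For the comparison of states, the EtOH and E2 lists of a state were merged. ERBSs are lost when only control cells have them, common when both states do, and new when only CoCl2-treated cells do. Genes are those of GENCODE release 44 on GRCh37, and the gene groups and comparisons, apart from those marked as chosen after seeing the data, were fixed before the data were examined.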

Bioinformatics treatment of the data, including filtration and identification of the optimal *p*-value per conditions (Figure S6A–C), was performed as described in Material and Methods. Comparison of the identified estrogen receptor binding sites (ERBS) in untreated and E2-treated control and hypoxic cells is illustrated by the Venn diagrams in Figure 3A,B. Mean ChIP-seq signal measured on each specific subset of ERBS is shown on the bottom of each Venn diagram. 

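The promoter of TFF1, a secreted trefoil peptide and classical E2-induced gene, was bound in control cells with and without hormone (chromosome 21, 43786352 to 43787246, intergenic, at the TSS). HIF1A carried an ERBS in both conditions too, in an intron (chromosome 14, 62180662 to 62181086). ERα also bound its own gene ESR1 at 2 intronic ERBSs without E2, and a further ERBS 1205 bp wide over an ESR1 TSS (chromosome 6, 152128172 to 152129376) was found in control cells after E2 only. Without hormone, 28 of 36 estrogen-induced genes had an ERBS within 50 kb of a TSS, where random gene lists of the same TSS density had a median of 7. The same was true of 12 of 16 luminal epithelial genes (random median 3) and 12 of 32 HIF target genes (random median 6), while 6 of 24 cell cycle genes (random median 5), 5 of 16 housekeeping genes (random median 4) and 4 of 22 genes of other tissues (random median 5) had one. TFF1, GREB1, PGR, CXCL12 and RET stand in the estrogen-induced group and are also named by the paper.
Over the genome, control cells had 13311 ERBSs with EtOH and 32317 with E2, which is 2.43 times as many. Of the ERBSs with EtOH, 10363 (77.9%, Wilson 95% interval 77.1 to 78.6%) overlapped an ERBS of E2-treated cells. E2 brought 21525 ERBSs that were not bound with EtOH. Of the E2 list, 10792 ERBSs overlapped the EtOH list, against a mean of 438 over 100 random placements. Outside dense windows the lists held 4242 and 21799 ERBSs, a ratio of 5.14, and 18327 ERBSs were found with E2 only.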

In control MCF7 cells, 3896 and 22,452 ERBS were detected in untreated and E2-treated cells, respectively. 

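ERBSs at several genes of the estrogen response and of luminal cells were absent from both lists of CoCl2-treated cells. Those nearest to a TSS included CA12, a carbonic anhydrase (chromosome 15, 63674122 to 63674526, intergenic, 77 bp from the TSS), and IGFBP4, an IGF-binding protein (chromosome 17, 38599902 to 38600156, exon). The luminal transcription factor genes GATA3 (chromosome 10, 8095512 to 8095756, intron) and FOXA1 (chromosome 14, 38061642 to 38062156, exon) also lost an ERBS. These genes kept other ERBSs within 50 kb of a TSS. FOXA1 kept 7 and lost 5, and GATA3 kept 4 and lost 3. CA12 kept 3 and lost 6, and IGFBP4 kept 1 and lost 4. Near HIF target genes, an intronic ERBS of LOX, a collagen crosslinking enzyme, was lost (chromosome 5, 121412332 to 121412606). Near cell cycle genes, so was an ERBS in the UTR of CDK2 (chromosome 12, 56360682 to 56360846). Within 50 kb of the TSS, 31 of the 44 ERBSs near cell cycle genes were lost (70.5%, Wilson 95% interval 55.8 to 81.8%). The share was 59.3% of 246 ERBSs near estrogen-induced genes (53.1 to 65.3%), 53.2% of 141 near luminal epithelial genes (45.0 to 61.2%) and 55.8% of 95 near HIF target genes (45.8 to 65.4%), so that the intervals of these groups overlap. Near housekeeping genes it was 61.4% of 44 ERBSs (46.6 to 74.3%), and near genes of other tissues 66.0% of 47 (51.7 to 77.8%).
CoCl2-treated cells had 13019 ERBSs with EtOH and 16654 with E2. The E2 list was 1.94 times shorter than that of control cells, and the ERBSs found with E2 only were 6196, 3.47 times fewer. Outside dense windows, 3613 and 8076 ERBSs remained, and the E2 list was 2.70 times shorter than in control cells. With both hormone conditions merged, 17592 of the 33193 ERBSs of control cells were lost (53.0%, 52.5 to 53.5%), of which 15251 came from the E2 list only, and 15601 were common, against 474 at random positions. Lost ERBSs had a median width of 215 bp and common ones of 395 bp. Outside dense windows 65.3% (64.7 to 65.9%) of the ERBSs of control cells were lost, which lies within the interval of the cell cycle genes, none of which is in a dense window. It also lies within those of the HIF target, housekeeping and other-tissue genes. It lies at the upper bound for estrogen-induced genes (65.3%) and above the interval of luminal epithelial genes (45.0 to 61.2%). Some genes of these 2 groups are in dense windows, and the group shares come from the whole lists. The whole-list share of 53.0% lies within the interval of luminal epithelial genes. It lies just below that of estrogen-induced genes (53.1 to 65.3%). With only the E2 lists 59.8% were lost, with only the EtOH lists 26.0%, and 33.3% were lost when the control list was shortened to its widest ERBSs, to the length of the list of CoCl2-treated cells.

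**Figure D1:**
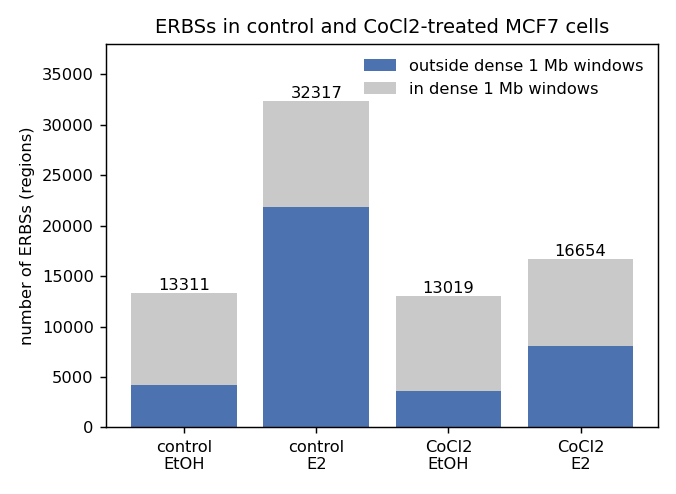
Number of ERBSs (regions, y axis) in the lists of control and CoCl2-treated MCF7 cells with EtOH or E2 (x axis), 1 pooled library each. The blue part of each bar is outside the dense 1 Mb windows and the grey part inside them; the number above each bar is its total, highest for control cells with E2 (32317).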

In CoCl2-treated MCF7 cells, an important drop in the number of ERBS was observed, 3609 ERBSs were still detected in absence of hormone, while E2 stimulation mobilizes 5716 ERBSs (4-fold drop). 

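Some ERBSs were present in CoCl2-treated cells and not in control cells. ESR1, which encodes ERα, carried a new intronic ERBS with E2 (chromosome 6, 151980132 to 151980236, 105 bp), beside a lost one (151980012 to 151980116). These lie so close that the former is not new when ERBSs within 500 bp count as shared. Of the luminal epithelial genes, 5 of 16 had a new ERBS within 50 kb over the whole lists (99.955th percentile), where random gene lists had a median of 1. They were ESR1, GRHL2, KRT8, KRT18 and TFAP2C. Outside dense windows it was 3 of 16 (98.9th percentile of 10000 random lists), which rest on 2 ERBSs, since the neighbouring genes KRT8 and KRT18 share theirs and the other is that of ESR1 beside a lost ERBS. Among HIF target genes it was 3 of 32 in both settings, at the 88.6th percentile over the whole lists and the 94.2nd outside dense windows. They were CA9, SERPINE1 and ALDOA, a glycolytic enzyme with a new intergenic ERBS 6224 bp from its TSS (chromosome 16, 30083322 to 30083416). Estrogen-induced genes had a new ERBS near 2 of 36 over the whole lists (64.5th percentile) and 1 of 36 outside dense windows (45.9th). MYC held 15 of their 16 new ERBSs, on chromosome 8 between 126000001 and 130000000, a run of dense windows. Single genes of the cell cycle (AURKA) and of other tissues (CD3E) also had new ERBSs nearby. So did the housekeeping genes GAPDH and RPLP0 (2 of 16, 90.5th percentile over the whole lists and 93.4th outside dense windows). KRT18 and SERPINE1 were named after their values were seen.
In all, 3623 of the 18742 ERBSs of CoCl2-treated cells were new (19.3%, Wilson 95% interval 18.8 to 19.9%). Of these, 2454 came from the EtOH list only, 934 from the E2 list only and 235 from both. Their median width was 135 bp, and 3.89% lay within 1 kb of a TSS, against 13.1% of lost ERBSs (outside dense windows 7.47% and 14.2%). Dense windows held 2605 new ERBSs, including the 10 widest, such as that in an intron of LINC00698 (chromosome 3, 63087272 to 63087926). Outside them 1018 of 8963 ERBSs were new (11.4%). In a comparison chosen after seeing the data, 53.5% of these (50.5 to 56.6%) had an Alu-like sequence or a run of CA repeats at their centre, against 15.5% at 2 kb from the centre and 6.66% of lost ERBSs. This holds for the deposited lists. The paper's methods describe filtering against repetitive sequences, so that the share in its own new ERBSs may differ. Counting ERBSs within 500 bp of each other as shared left 2137 new ERBSs, and keeping the wider 50% of each list left 1075. The number was 4100 when shared ERBSs overlap by at least 50% of the shorter, 1831 with the E2 lists only, 4624 with the EtOH lists only and 6009 at equal list length.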

ChIP-Seq analysis further shows a partial reprogramming of ERα cistrome upon CoCl2-induced hypoxic stress, as demonstrated by the identification of 1042 new ERBSs in hypoxia (Figure 3B). 

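GREB1, an E2-induced coactivator of ERα, kept ERBSs with a perfect palindromic ERE in CoCl2-treated cells. Its intronic EREs were GGTCATTCTGACC (chromosome 2, 11672660 to 11672672), GGTCATCATGACC (11664726 to 11664738) and GGTCAAAATGACC (11653036 to 11653048). A common intronic ERBS of KDM4B, a histone demethylase, held GGTCAGACTGTCC, with 1 mismatch to the ERE (chromosome 19, 4970949 to 4970961). A lost ERBS near IL1R1, the interleukin-1 receptor, in an intron of ENSG00000287771, also held a perfect ERE, GGTCACAGTGACC (chromosome 2, 102663027 to 102663039). Near the genes that the paper names, 9 of 39 common and 8 of 62 lost ERBSs had an ERE with at most 1 mismatch within 100 bp of their centre, and the new ERBS of ESR1 had none.
Over the genome, such an ERE was found in 11.6% of common ERBSs (Wilson 95% interval 11.1 to 12.1%), 12.4% of lost ERBSs (11.9 to 12.9%) and 0.911% of new ERBSs (0.649 to 1.28%). At 2 kb from the centre of new ERBSs it was found in 0.442% (0.313 to 0.623%). Outside dense windows the share was 22.0% for common ERBSs (21.1 to 23.0%), 14.3% for lost ERBSs (13.8 to 14.9%) and 1.77% for new ERBSs (1.12 to 2.78%). There, the AP-1 motif was found in 10.7% of common, 7.83% of lost and 3.93% of new ERBSs, against 3.06%, 3.43% and 3.14% at 2 kb from their centres. The forkhead motif, bound by FOXA1, was found in 5.25% of common (4.78 to 5.77%), 4.64% of lost (4.31 to 4.99%) and 1.77% of new ERBSs (1.12 to 2.78%), against 2.55%, 2.42% and 2.21% at 2 kb. The GATA motif was found in 17.6%, 17.2% and 12.5%, below the 18.6%, 18.0% and 22.9% at 2 kb, with overlapping intervals for common and lost ERBSs. New ERBSs had the hypoxia response element (HRE) core RCGTG in 33.2% (30.4 to 36.2%) and lost ERBSs in 26.3% (25.5 to 27.0%), against 18.6% and 24.2% at 2 kb. A further setting, chosen after seeing the data, left out ERBSs centred in Alu-like sequences or CA runs. The HRE shares of new and lost ERBSs became 29.2% (25.3 to 33.4%) and 25.4% (24.6 to 26.1%), with overlapping intervals. In this setting an ERE was found in 22.6% of common, 14.6% of lost and 1.48% of new ERBSs. The forkhead, GATA and AP-1 shares were not computed in it.

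**Figure D2:**
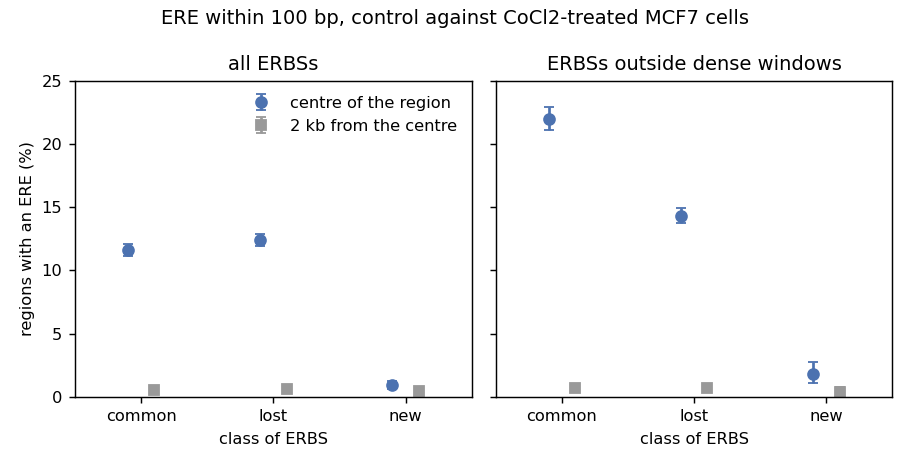
Share of ERBSs with an ERE (%, y axis) within 100 bp of the region centre (blue circles) or at 2 kb from it (grey squares), for common, lost and new ERBSs of control against CoCl2-treated cells; bars are Wilson 95% intervals. In all ERBSs (left) and outside dense windows (right), new ERBSs lie lowest, at 0.911% and 1.77%.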

DNA motif analysis of these new ERBSs show depletion in ERE, while ERE remains the main motif in conserved ERBSs, indicating altered ERα binding (Figure S6D). Furthermore, a comparison of the new ERBSs with published binding sites of other transcription factors in MCF7 cells reveals weak clustering, with a notable depletion for pioneer factors GATA3 or FOXA1 binding, indicating that the new ERBSs are particular and non-conventional (Figure S6D).

As previously explained, transcriptomic analysis revealed six clusters of differentially expressed genes upon E2 treatment in hypoxia, with clusters C1 to C3 being down-regulated and clusters C4 to C6 being up-regulated. Baseline expression level (in absence of E2) is reduced (C1 and C4), unchanged (C2 and C5) or enhanced (C3 and C6) in hypoxia. To determine whether changes in the baseline gene expression level were correlated with changes in ERα binding, we assessed ERα binding at the vicinity of their transcription start site (TSS) (Figure 3C). Results first show that all the clusters display a loss of ERBSs, especially in C1 to C3. 

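Of the genes down-regulated by E2 that the paper names, each of the 7 in C1 to C3 had a lost ERBS within 50 kb of a TSS. PSCA (C1), a cell surface antigen, kept 1 ERBS and lost 4, including an intronic one 129 bp from a TSS (chromosome 8, 143762042 to 143762326). IL1R1 (C1) lost an ERBS in its own intron (chromosome 2, 102770652 to 102770796). In C2, ERBB2, the HER2 receptor tyrosine kinase, lost 3 ERBSs, among them an intronic one (chromosome 17, 37862162 to 37862336). WNT11 lost an intronic ERBS (chromosome 11, 75919922 to 75920086), and EPAS1, which encodes HIF2α, lost 2, the nearer 13380 bp from a TSS. In C3, DDIT4, a stress-induced inhibitor of mTOR signaling, lost 4 ERBSs and kept an ERBS 942 bp from its TSS (chromosome 10, 74032332 to 74032736, in an exon of ENSG00000289506). GABARAPL1, an autophagy gene, lost an ERBS 42149 bp away.
Within 50 kb, 6 of the 7 ERBSs of control cells were lost in C1 (85.7%, Wilson 95% interval 48.7 to 97.4%), 6 of 6 in C2 (100%, 61.0 to 100%) and 5 of 6 in C3 (83.3%, 43.6 to 97.0%). Within 2 kb of a TSS, the genes of C1 to C3 had only 1 lost ERBS, at PSCA, and the common ERBS at DDIT4. Only the genes named in the paper were used, so that each cluster rests on few ERBSs. The intervals of C1, C2 and C3 all contain the 65.3% lost over the genome outside dense windows. Of all protein-coding genes, 47.8% had a lost ERBS within 50 kb over the whole lists.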

On the contrary, the highest percentage of preserved (common) ERBSs was observed in clusters with genes positively regulated by E2, notably in cluster 6, suggesting that hypoxia differentially modulates ERα binding across the different clusters. 

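GREB1 and TFF1 (C6) kept ERBSs near their TSSs in CoCl2-treated cells, and the ERBS of GREB1 over a TSS (chromosome 2, 11679452 to 11680326, intron) was present in all 6 lists. Within 50 kb of its TSSs, GREB1 had 8 common and 8 lost ERBSs, and TFF1 had 9 common and 5 lost ones. KDM4B (C6) lost 2 ERBSs and kept 5, with an intronic one in all lists (chromosome 19, 4970692 to 4971216). FOXC1 (C6), a forkhead transcription factor, lost 2 and kept 3, including an intergenic one 824 bp from its TSS (chromosome 6, 1609022 to 1609326). AREG (C6), an EGFR ligand, had no ERBS within 50 kb in control or CoCl2-treated cells. In C4, the progesterone receptor gene PGR lost an exonic ERBS (chromosome 11, 100998272 to 100998496) and the chemokine gene CXCL12 an intronic one (chromosome 10, 44880052 to 44880326). More than 50 kb from its TSSs but inside the gene, PGR kept an ERBS with E2 (chromosome 11, 100949192 to 100949576). Another ERBS inside the gene was present in all 6 lists (100904742 to 100905276 in control cells with E2). HCK, a Src-family kinase, kept an intergenic ERBS (chromosome 20, 30628322 to 30629026), and RET, a receptor tyrosine kinase, kept 4 ERBSs and lost 6. In C5, the kinase gene SGK1 lost an intronic ERBS 58 bp from a TSS (chromosome 6, 134496062 to 134496366), NTN1 lost 2 and kept an intronic one (chromosome 17, 8957422 to 8957946), and CDC25A had none within 50 kb.
Common ERBSs made up 25 of 42 within 50 kb in C6 (59.5%), 5 of 14 in C4 (35.7%) and 1 of 5 in C5 (20.0%). The share of lost ERBSs in C6 was 40.5% (Wilson 95% interval 27.0 to 55.5%) and in C4 64.3% (38.8 to 83.7%), with overlapping intervals. Within 2 kb, C6 had 6 common and no lost ERBSs, C4 had 2 lost and C5 had 1 lost.

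**Figure D3:**
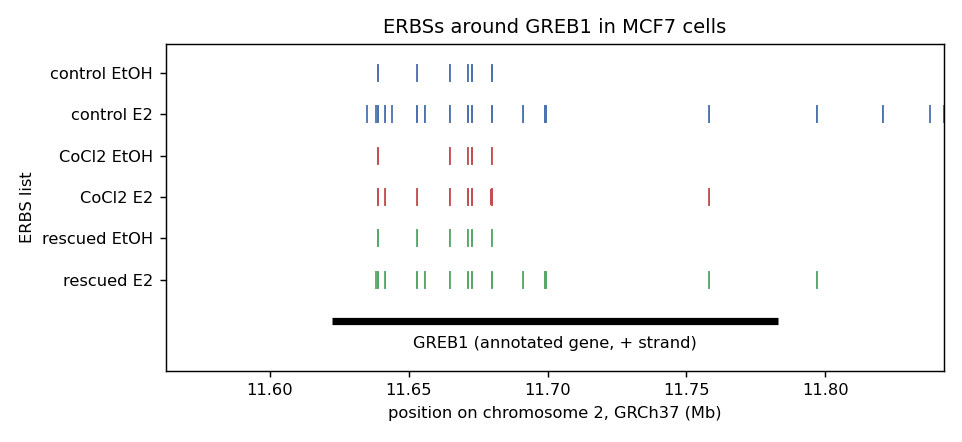
ERBSs around GREB1 on chromosome 2 of GRCh37 (x axis, position in Mb), drawn as 1 mark per ERBS for each of the 6 lists (y axis); the black bar is the annotated gene. Over this stretch, 60 kb beyond the gene on either side, there are 19 ERBSs in control cells with E2, 8 in CoCl2-treated cells with E2 and 14 in rescued cells with E2.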

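No ERBS specific to CoCl2-treated cells lay within 50 kb of a TSS of any of the 19 genes that the paper names in C1 to C6, among them PSCA, IL1R1, DDIT4, GABARAPL1, CXCL12, PGR, RET, HCK, AREG, GREB1, TFF1, KDM4B and FOXC1. Within 100 kb, TFF1 (C6) had 1, which is 1.92% of the 52 ERBSs in C6 at this distance. The other clusters had none among 13 ERBSs in C1, 9 in C2, 8 in C3, 22 in C4 and 10 in C5. None of these genes lies in a dense window. Of all protein-coding genes, only 4.40% had a new ERBS within 50 kb and 6.78% within 100 kb. The 19 named genes are therefore too few to show an enrichment or its absence. The complete gene lists of the clusters were not used here, so that the counts cover the named genes only.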

Finally, hypoxia-specific ERBSs were specifically enriched at the vicinity of both ERα and hypoxia-dependent genes (C1, C3, C4 and C6) (Figure 3C), corroborating that chromatin accessibility is modified by hypoxia, specifically. This observation shows that hypoxia induces chromatin remodeling, rendering new sites accessible to ERα binding, potentially contributing to the control expression of specific ERα target genes. Quantification of the ChIP-seq signal in clusters C4 to C6 confirms that hypoxia inhibits the dynamic of ERα binding following E2 stimulation, regardless of the considered cluster (Figure 3D). 

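Within 50 kb of the named genes of C4 to C6, the list with E2 held more ERBSs than that with EtOH in control cells, and the gap was smaller in CoCl2-treated cells. Near CXCL12, PGR, RET and HCK (C4), control cells had 3 ERBSs with EtOH and 14 with E2, and CoCl2-treated cells had 2 and 5. Near SGK1 and NTN1 (C5), control cells went from 1 to 5 ERBSs, while CoCl2-treated cells had 1 in each condition. Near GREB1, TFF1, KDM4B and FOXC1 (C6), the counts were 11 and 42 in control cells, and 9 and 26 in CoCl2-treated cells. These are counts of ERBSs in each list and not signal heights, which were not analysed here.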

Target ERα CHIP experiments targeting ERBS at the vicinity of genes belonging to clusters C4 (*HCK*, *PGR*, *CXCL12*), C5 (*CDC25a*, *NTN1*, *SGK1*) and C6 (*TFF1*, *AREG*, *FOXC1*, *KDM4B*, *GREB1*) showed decreased ERα recruitment to chromatin in the absence and presence of E2 in CoCl2 treated MCF7 cells as compared to normoxia (Figure 3E). Additionally, we also validated new hypoxia-specific ERα binding sites, validating a reprogramming in ERα cistrome (Figure 3F). We also demonstrate that ERα cistrome (both in absence and presence of E2) is restored 1 month after CoCl2 removal (Figure S4C,D), as the majority of the ERBSs lost in CoCl2-treated cells is remobilized in the rescued cells, underlying that hypoxia does not imprint a long lasting memory effect at the chromatin level. 

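Rescued cells again had ERBSs at many of the genes described above. The ERBSs lost near the TSS of SGK1 and of PSCA were found again with E2, as were those of IGFBP4, LOX, CA12 and FOXA1. The exonic ERBS lost at PGR and the intronic ERBSs lost at CXCL12 and GATA3 were not. Near estrogen-induced genes, 90 of 146 lost ERBSs were found again (61.6%, Wilson 95% interval 53.6 to 69.1%), near luminal epithelial genes 43 of 75 (57.3%, 46.1 to 67.9%), near HIF target genes 25 of 53 (47.2%, 34.4 to 60.3%) and near cell cycle genes 16 of 31 (51.6%, 34.8 to 68.0%). Near housekeeping genes it was 15 of 27 (55.6%, 37.3 to 72.4%) and near genes of other tissues 14 of 31 (45.2%, 29.2 to 62.2%), so that the intervals of all 6 groups overlap.
Rescued cells had 15919 ERBSs with EtOH and 23637 with E2. Of the 3467 ERBSs lost with EtOH, 1697 were found again with EtOH (48.9%, 47.3 to 50.6%). Of the 19335 lost with E2, 9207 were found again with E2 (47.6%, 46.9 to 48.3%). With the EtOH and E2 lists merged, 9327 ERBSs were found again (53.0%, 52.3 to 53.8%), against 1.42% at random positions. Outside dense windows these shares were 50.2%, 53.9% (53.1 to 54.7%) and 53.2%. Of the common ERBSs, 94.2% were also present in rescued cells, and of the new ERBSs 37.5% (36.0 to 39.1%), or 8.94% (7.34 to 10.8%) outside dense windows. Lost ERBSs that were found again had an ERE in 15.6% and the others in 8.78%. From the ERBSs mobilized again in rescued cells, the paper concludes that hypoxia leaves no lasting memory on chromatin.

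**Figure D4:**
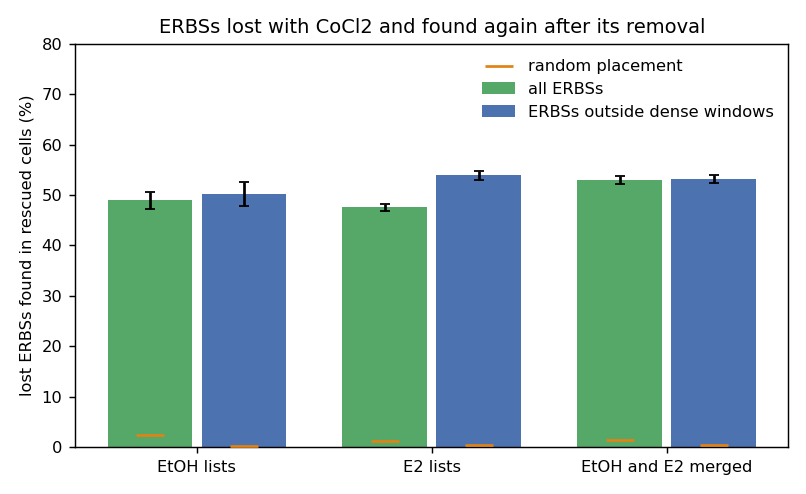
Share of lost ERBSs found again in rescued MCF7 cells (%, y axis) for the EtOH lists, the E2 lists and both merged (x axis). Green bars are all ERBSs and blue bars those outside dense windows, black bars are Wilson 95% intervals and orange lines the mean share at random positions; all shares lie between 47.6% and 53.9%.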

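After E2, all 36 estrogen-induced genes had an ERBS within 50 kb of a TSS in control cells, 33 in CoCl2-treated cells and 35 in rescued cells, all above each of 10000 random gene lists (medians of 19, 11 and 16). Of 24 cell cycle genes, 17 had an ERBS in control, 10 in CoCl2-treated and 13 in rescued cells, at the 93.2nd, 84.3rd and 73.5th percentiles of the random lists. For HIF target genes the numbers were 21, 16 and 19 of 32 (92.4th, 99.2nd and 95.4th percentiles), and for luminal epithelial genes 16, 14 and 15 of 16 (random medians of 9, 5 and 7). Housekeeping genes had an ERBS near 11, 9 and 11 of 16 (80.8th, 96.9th and 94.1st percentiles), and genes of other tissues near 13, 5 and 10 of 22 (57.5th, 16.6th and 40.1st percentiles). The percentiles describe these libraries and are not p-values. Among genes that the paper discusses, VEGFA, an angiogenic growth factor, had 5 lost ERBSs and 1 common ERBS within 50 kb, and CDKN1A, a cell cycle inhibitor, 2 lost ones. PGF, a placental growth factor, had 4 lost and 1 common. BNIP3, EGFR, ERBB4 and GADD45A had none. Over both hormone conditions, rescued cells had 26916 ERBSs, which is 0.811 times the number in control cells, and CoCl2-treated cells 0.565 times.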

Altogether, these results indicate that hypoxia inhibits genome-wide ERα binding overall, which could account for the partial loss of E2-responsivness at the transcriptomic level, in a reversible manner.

### 3.4. HIFα Factors Compensate ERα Loss and Sustain Expression of Specific ERα Target Genes

We then performed ChIP targeting H3K27Ac, a histone mark delineating active enhancers, and assessed its enrichment at the vicinity of genes belonging to the different transcriptomic clusters C4, C5 and C6 (Figure 4A). Interestingly, H3K27Ac was found to be specifically enriched at ERBS located nearby genes of cluster C6 (FOXC1, AREG, KDM4B), whose expression is up-regulated both by hypoxia and E2. H3K27Ac CHIP targeting genes of clusters C4 and C5 did not show any hypoxia-dependent regulation of those ERBS (Figure 4A). Together, these results indicate that some ERα bound enhancers can be primed by hypoxia, triggering the differential expression of genes located at the vicinity, independently of hormone stimulation.

We next used the ChEA algorithm that interrogates publicly available ChIP-Seq datasets to identify transcription factor promoter binding. Strikingly, we found HIF1α, a transcriptional master regulator of hypoxia to bind chromatin nearby genes of clusters C3 and C6, specifically (Figure 4B and Figure S5B,C). Next, we used HIF1α and HIF2α ChIP-Seq from Mole et al. [33], and used Genomic Regions Enrichment of Annotations Tool (GREAT) to identify HIF1α- and HIF2α- bound genes in MCF7, and overlapped these two gene sets with our E2 differential gene lists. This analysis revealed over 80 ERα-dependent genes sharing binding with HIFα factors, with 30 genes sharing HIF1α and HIF2α binding. The distribution of these genes across the six different clusters revealed enrichment in the clusters C3 and C6, confirming that HIFα factors are responsible for E2 independent preparation of these enhancers (Figure 4C,D). Finally, we show that knock-down of HIFα factors using siRNA partly inhibits CoCl2-induced down-regulation of the E2-regulated genes from cluster C4 (*CXCL12* and *PGR*) and prevents CoCl2-induced regulation of the basal expression of genes belonging to cluster C6 (*AREG* and *GREB1*) (Figure 4E). This result indicates that HIFα signaling directly interferes with estrogenic signaling at the chromatin level.

### 3.5. HIFα-Hypoxia-ERα Crosstalk Correlates with Poor Survival in ER+ Luminal Breast Cancers

Next, we addressed whether the crosstalk between HIFα signaling and ERα signaling reverberates on anti-hormone response by treating the control and CoCl2 exposed MCF7 cells with 4-HydroxyTamoxifen (4-OHT) and then by checking the expression of some candidate genes through RT-qPCR. As shown in Figure 5A, while 4-OHT treatment clearly inhibits E2-induced changes in the expression level of the studied genes from clusters C4 and C6, it has no impact on hypoxia-induced changes in the basal expression of these genes (Figure 5A). Notably, the epidermal growth factor AREG gene from cluster C6 still has sustained expression despite the presence of 4-OHT. Similar gene expression patterns were obtained in the other luminal breast cancer cell line, T47D (Figure S5A). These data suggest that anti-hormone molecules become inefficient to exhaustively dampen the expression of some ERα-target genes upon hypoxia.

Next, we investigated the clinical relevance of the different gene signatures identified from microarray analysis, by using the clinically available Metabric cohort comprising 1980 tumor samples, composed in the majority of ERα-positive invasive ductal carcinoma (Figure 5B) [34]. Interestingly, we found that alterations in the expression (z-score = 2) of genes belonging to clusters C3 and C6 can predict worse overall survival in the Metabric cohort, as compared to the clusters C1 and C4, significantly for the cluster C3 and with a log rank test *p*-value of 0.069 for the cluster C6 (Figure 5C). This observation supports the idea that hypoxia, by up-regulating those E2 dependent gene sets whose expression can no longer be hampered by hormone therapy, worsens patient prognosis. We additionally found that *HIF1a* high expression and not *EPAS1* (HIF2a) predicts overall (OS) and relapse-free (RFS) survival in the Metabric cohort (Figure 5D,E). This observation was confirmed using the Breast Cancer Kaplan–Meier Plotter resource [35] that allows for the discrimination of tumors according to their ERα status (Figure 5F,G). Of note, altered *HIF1a* expression but not *EPAS1* (HIF2a) was also associated with poor prognosis in the TCGA cohort [34] (Figure S7A,B). Finally, we found that *HIF1a* expression was anti-correlated with *ESR1* expression in both TCGA and Metabric cohorts (Figure S7C,D). Together, these clinical data show that HIF1α mediated hypoxic crosstalk with the estrogenic signaling correlates with poor overall survival of patients with in ERα-positive breast cancers.

## 4. Discussion

Therapy resistance remains a clinical challenge and there is a critical need to identify etiological factors accounting for such phenomenon in each of the different breast cancer subtypes [36,37,38]. While different cancer cell-intrinsic mechanisms have been proposed to favor endocrine resistance, ranging from gene amplification [39], parallel growth factor signaling [40,41], phenotypic plasticity [42] to epigenetic [43,44] and metabolic reprogramming [45], very little is known about the contribution of the tumor microenvironment (TME).

Previous work on breast cancer cell lines highlighted a role for hypoxia in inhibiting ERα expression and E2-mediated proliferation [46]. We confirm here that CoCl2-induced hypoxia inhibits ERα expression, mainly at the protein level. Interestingly, loss of ERα expression occurs in approximately 10% of endocrine-resistant breast cancers, largely through unknown mechanisms [47]. Previous studies have suggested that loss of ERα protein expression is not directly associated with HIF1α since stable transfection of HIF1α in MCF7 cells does not inhibit ERα expression in normoxia [22], or it can depend on the HIF1α E3 ubiquitin ligase pVHL [48]. Identifying such degradation pathway might be key to prevent loss of ERα expression and thus prevent endocrine resistance.

Conflicting studies co-exist regarding the role of hypoxia in inducing breast cancer cell proliferation. Our results show that CoCl2 treated cells have increased S-phase entry compared to control cells, independently of E2 treatment. Analysis of the transcriptome under hypoxia revealed up-regulation of the growth factor amphiregulin (AREG) as well as its cognate receptors EGFR and ErbB4, which may account for this observation. Interestingly, it was reported that HIF2α enhances autocrine growth signaling through AREG and EGFR/ErbB4 expression in breast cancer cell lines [40,49], strengthening this hypothesis. In contrast, other authors reported a hormone-independent proliferation of MCF7 stably expressing HIF1α [22,50], in absence of hypoxia. In our study, we did not observe hypoxia-induced cell proliferation despite increased S-phase entry. Several mechanisms might explain these apparent discrepancies. First, we show that CoCl2-induced hypoxia promotes cell death and abrogates of E2-mediated protection against apoptosis. Additionally, transcriptome analysis revealed that CoCl2-treatment enhances the expression of *BNIP3*, encoding an extracellular ligand positively regulated by HIF1α which can act as a potent apoptosis inducer [51,52]. Moreover, we observed that hypoxia inhibits PI3K pathway signaling, which is consistent with reduced survival [52,53]. Finally, transcriptome analysis revealed up-regulation of cell-cycle arrest genes such as p21 and GADD45a [54,55], and cell growth machinery arrest genes such as DDIT4 [56] in hypoxia. Collectively, these results indicate that S-phase entry in hypoxia can be counterbalanced by multiple mechanisms. These observations are consistent with previous studies suggesting that epithelial cells are more likely to reach a quiescent state when placed in hypoxia, whereas transformed cells tend to proliferate more intensively [57].

Our data highlighted an important overlap between estrogenic and hypoxic signaling at the transcriptomic level. First, by inhibiting ERα protein abundance, hypoxia exerts an overall inhibitory effect on E2 sensitivity, as more than half of the E2-differentially regulated genes are lost in CoCl2-treated cells. Second, hypoxia, through HIF1/2α factors, can up- or down-regulate an important fraction of ERα target genes, which has major clinical implications, as the use of SERMs such as 4-OHT become inefficient to block their expression (clusters 3 and 6). Interestingly in those clusters, we found some genes described to promote malignant tumor progression, such as FOXC1, which is considered as a main EMT inducer [58], KDM4B, an also well-known oncogene promoting dedifferentiation [59,60] or AREG, a growth factor capable of promoting hormone-independent proliferation [40]. We also found that PGF, a potent angiogenesis-promoting factor [61] is regulated both by ERα and hypoxia. Likewise, VEGFa was previously reported to be regulated both by ERα and HIF1α [62]. Moreover, Yang et al., et al. previously identified a subset of genes insensitive to 4-OHT treatment under hypoxic conditions, thus corroborating our results [22]. Interestingly, we observed that alterations in the expression of genes belonging to clusters 3 and 6, whose baseline expression level is up-regulated by hypoxia (clusters 3 and 6) predict worst overall survival in the Metabric cohort. The question whether genes belonging to one of these clusters could be used a predictive marker for anti-hormone response therefore remains open. Finally, we observed that high expression of HIF1α, but not HIF2α, predicts worse overall survival in ERα positive patients, (Metabric, TCGA and Kaplan–Meier Plotter datasets). These data confirm that when solid breast tumor become hypoxic, patient overall survival decreases. Clinical trials assessing the clinical benefit of HIFα inhibition are currently ongoing in cancer types other than breast, such as glioblastoma or kidney cancer [63]. Further preclinical studies aiming at assessing the potential of HIFα inhibitors in vivo in advanced ERα (+) metastatic endocrine resistant model are necessary to establish the clinical benefit of such intervention.

Finally, our data suggest that the overlap between estrogenic and hypoxic signaling originates at the chromatin level. Interestingly, by performing H3K27Ac ChIP experiments, we found that hypoxia can prime enhancers of ERα target genes (cluster C3 and C6), independently of E2, thus explaining the inability of 4-OHT to block their expression. Further investigations are required to assess whether H3K27 acetyltransferase inhibitors would synergize with hormone therapy to prevent relapses; however, this is beyond the scope of this study. Interestingly, an overlap between HIF1α/HIF2α binding sites and ERα binding sites was already described at the vicinity of more than 200 genes in MCF7 cells [22]. Our data also revealed a partial reprogramming of ERα cistrome, a phenomenon that has been already been observed in endocrine resistant tumors and in distant ERα metastases [64,65]. Such epigenetic plasticity demonstrates that genome-wide ERα binding is associated to the cellular context, and can be programmed by external cues.

## 5. Conclusions

In conclusion, our study shows that hypoxia has a profound impact on the E2 genomic response in breast cancer cells. Hypoxia induces ERα down-regulation which inhibits its genomic activity and binds to chromatin, and can modulate the efficacy of endocrine therapies by selectively sustaining the expression of a subset of ERα responsive genes whose expression is associated with a poor overall survival of patients with ERα (+) breast cancers.

## Figures and Tables

**Figure 1:**
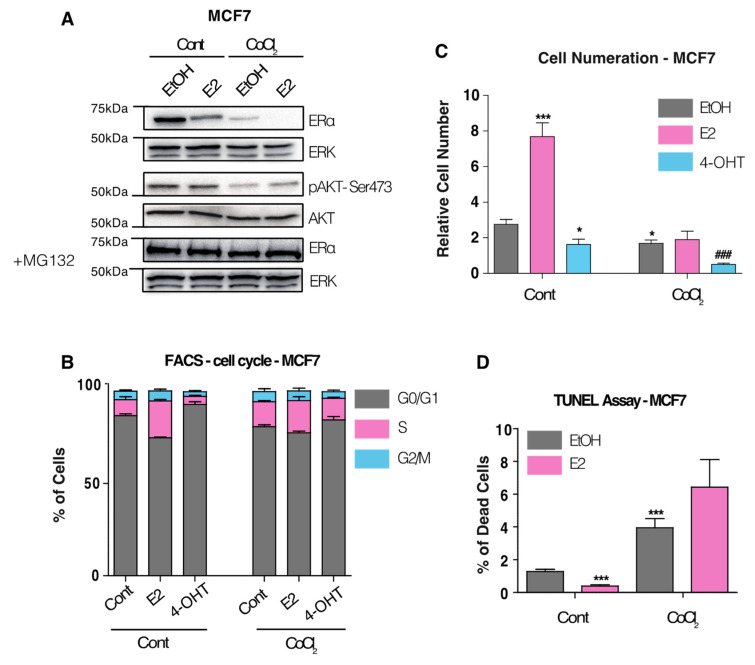
Effect of hypoxia on ERα expression, proliferation and survival of MCF7 cells. (**A**) Western blot showing ERα protein abundance after 1-month exposure to hypoxia inducer CoCl2, in the presence or absence of 10 nM of E2 for 24 h. For proteasome inhibition, cells were treated for 8 h with 2.5 µM of MG-132. ERK1/2 was used as the normalizing control. pAKT Serine 473 and total AKT abundance were also measured. (**B**) Proliferation count of MCF7 cells treated for 6 days with EtOH, 10 nM E2 or 1 µM 4OHT, in presence of 2% of FBS steroid-free. Values are expressed in fold change compared to the number of seeded cells at the beginning of the treatment. (**C**) Cell cycle analysis using FACS using propidium iodide. MCF7 cells were treated for 48 h with EtOH, 10 nM E2 or 1 µM 4-OHT. (**D**) TUNEL assay showing percentage of cell death between control and CoCl2-treated cells, in presence or absence of 10 nM of E2 for 72 h. * *p*-value < 0.05 and *** *p*-value < 0.001 with a Mann–Whitney test for comparisons against the control. ### *p*-value < 0.05 with a Mann–Whitney test for comparisons against CoCl2 treatment.

**Figure 2:**
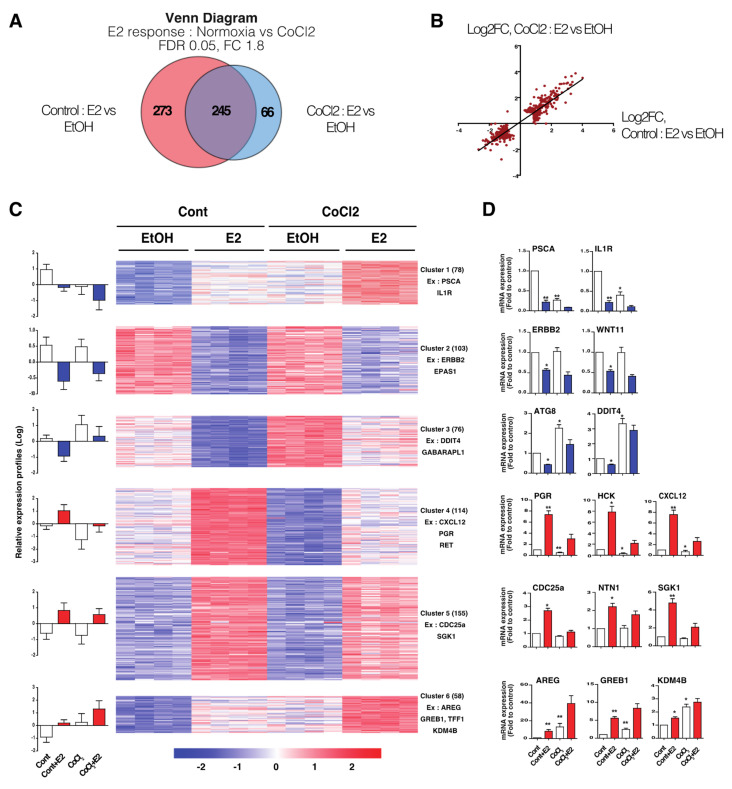
Transcriptomic analysis of the E2 response under hypoxic stress. (**A**) Venn diagram representing E2-regulated genes both in control and CoCl2-treated MCF7 cells (FC > 1.8–FDR < 0.05). (**B**) Scatter plot showing the Log2FC upon E2 treatment for each gene both in control and CoCl2-treated MCF7 cells. (**C**) Heatmap showing supervised clustering (k-means method) of total E2-regulated genes both in control and CoCl2-treated MCF7 cells (FC > 1.8–FDR < 0.05). Control and CoCl2-treated MCF7 cells were treated with EtOH or 10 nM of E2. Transcriptomes from four independent biological samples were analyzed by microarray. Graphs on the left represent the average expression value (Log2) of all genes for each cluster. The number of genes in each cluster are indicated. (**D**) RT-qPCR experiments of representative genes validating the expression profiles found in the six different clusters, * *p*-value < 0.05 and ** *p*-value < 0.01 with a Mann–Whitney test for comparisons against the control. Diagram representing E2-regulated genes both in control and CoCl2-treated MCF7 cells (FC 1.8–FDR 0.05).

**Figure 3:**
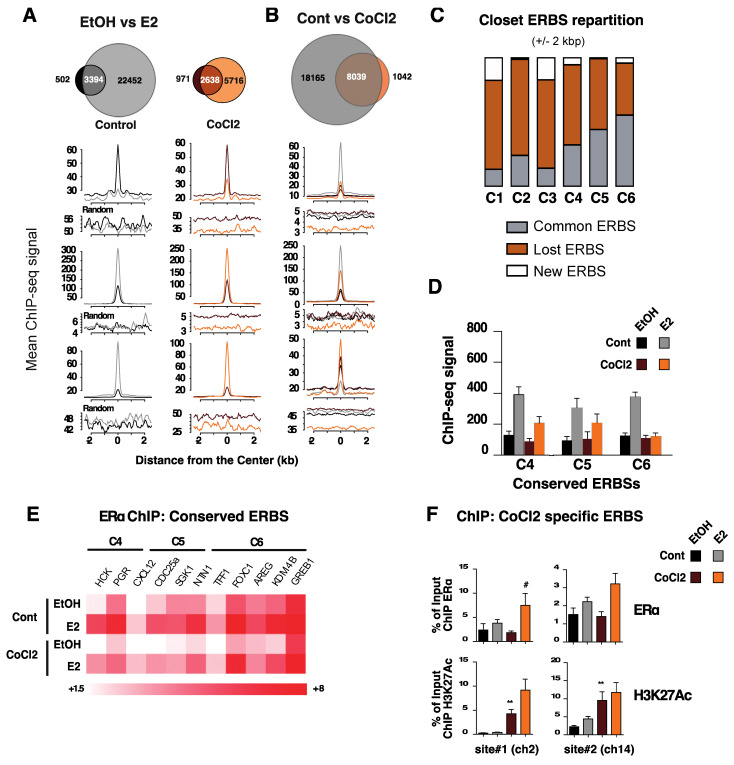
Genome-wide reprogramming of ERα cistrome under hypoxic stress. (**A**,**B**) Venn diagrams showing the overlaps of genomic regions bound by Erα detected by ChIP-seq, both in control or CoCl2-treated MCF7 cells, following a 50 min treatment with E2 or EtOH. The Erα ChIP-seq signal was aligned and averaged within a −2/+2 kbp window centered on ERBS belonging to the 3 categories in the upper Venn diagrams. (**C**) The stacked histogram illustrates the percentage of conserved, lost and gained ERBSs according to each cluster. (**D**) Graphs representing the mean of ERα ChIP-seq signal obtained at the center of the conserved ERBSs located at the vicinity of the TSSs of the genes clustered in C4, C5 and C6 obtained from transcriptomic analysis. (**E**) Heatmap of ERα targeted CHIP-qPCR experiments on conserved ERBSs at the vicinity of genes belonging to the clusters C4, C5 and C6. Data shown are the mean of relative enrichment of five independent experiments normalized to an internal control. (**F**) ERα and H3K27Ac CHIP experiments on CoCl2-specific ERBSs. Data shown are the mean of relative enrichment of five independent experiments normalized to an internal control. ** *p*-value < 0.01 with a Mann–Whitney test for comparisons against the control. # *p*-value < 0.05 with a Mann–Whitney test for comparisons against CoCl2 treatment.

**Figure 4:**
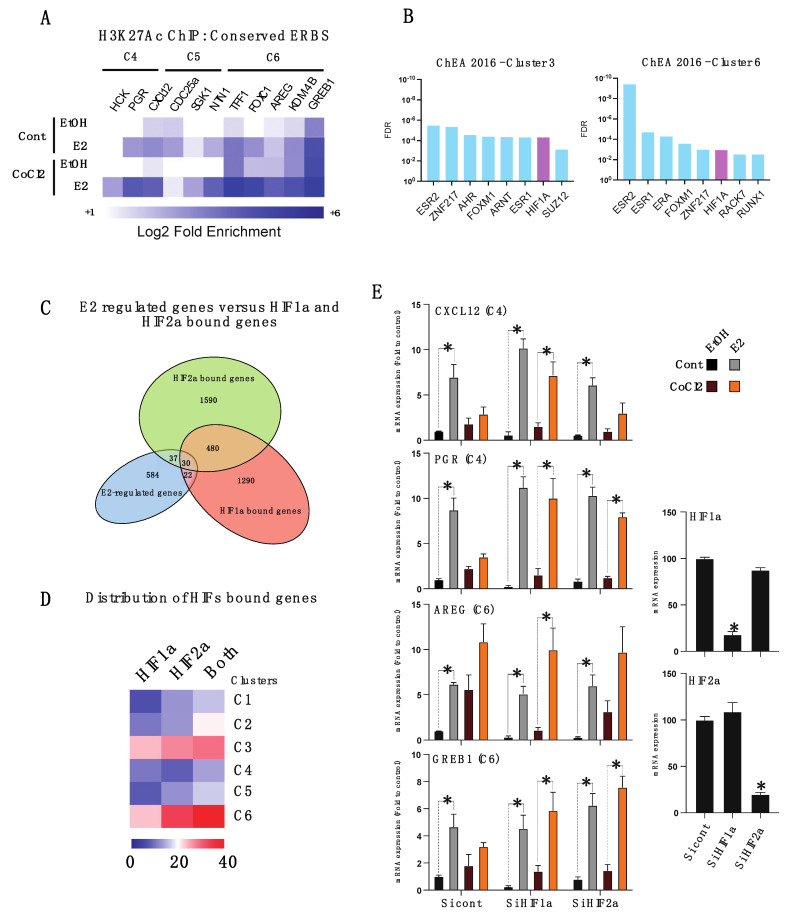
HIF1α regulates a subset of ERα target genes and activates ERα-bound enhancers. (**A**) Heatmap of H3K27Ac targeted CHIP-qPCR experiments on enhancers located at the vicinity of genes belonging the clusters C4, C5 and C6. Data shown are the mean of relative enrichment of five independent experiments normalized to an internal control. (**B**) Analysis of transcription factor binding enrichment using ChEA algorithm on genes belonging to the clusters 3 and 6. (**C**,**D**) Venn diagram showing overlap between the 584 hormone-induced differentially expressed genes and the respective HIF1α and HIF2α bound genes in MCF7 as determined from (Mole et al., [33], using GREAT online tool and their respective distribution across the six different gene clusters. (**E**) Bar graphs showing mRNA expression of ERα representative target genes belonging to clusters 4 and 6, both in control or CoCl2-treated MCF7 cells, treated with control or HIF1α/ HIF2α targeting siRNAs. qPCRs for HIF1α and HIF2α mRNA silencing are shown as the control. Values represent the mean +/− SEM of three experiments and are expressed as fold induction compared to untreated cells (Cont, EtOH) transfected with control Si RNA (* *p* < 0.05, student′s *t*-test).

**Figure 5:**
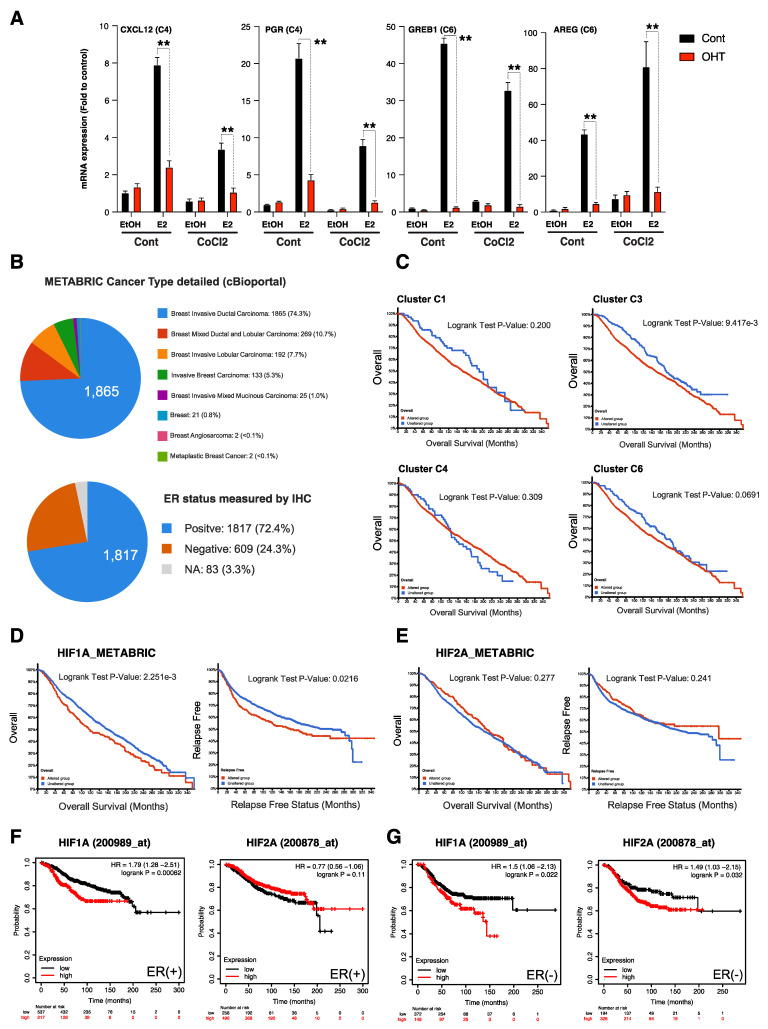
Hypoxia prevents a tamoxifen inhibitory effect on a subset of ERα target genes associated with poor survival prognostic of patients with luminal breast cancers. (**A**) RT-qPCR shows CXCL12, PGR, GREB1 and AREG expression level after 24 h exposure to CoCl2, in presence or absence of 10 nM of E2 and/or 1 μM 4-hydroxytamoxifen (4-OHT) for 24 h. Values represent the mean +/− SD of triplicate and are expressed as a fold induction as compared to untreated cells. (** *p* < 0.05, student’s *t*-test). (**B**) Histopathological features and ERα status measured by immunohistochemistry of the METABRIC cohort (n = 1980 patients) extracted from cBioportal. (**C**) Prognostic values of the different gene signatures (Cluster C1, C3, C4, C6) corresponding to E2 and hypoxia regulated genes identified in Figure 2, in the METABRIC cohort (mRNA expression z-scores relative to diploid samples z-score = 2, n = 1980). (**D**) HIF1α mRNA expression prediction value regarding overall survival (OS) and relapse free survival (RFS) in the METABRIC cohort (mRNA expression z-scores relative to diploid samples, z-score = 1.5, n = 1980). (**E**) HIF2α mRNA expression prediction value regarding overall survival (OS) and relapse free survival (RFS) in the METABRIC cohort (mRNA expression z-scores relative to diploid samples, z-score = 1.5, n = 1980). (**F**) HIF1α and HIF2α mRNA expression prediction value regarding overall survival (OS) in ERα (+) patients from the Breast Cancer Kaplan–Meier Plotter resource (Auto-select cutoff, n = 754). (**G**) HIF1α and HIF2α mRNA expression prediction value regarding overall survival (OS) in ERα (−) patients from the Breast Cancer Kaplan–Meier Plotter resource (Auto-select cutoff, n = 520).

## Data Availability

The microarray and ChIP-Seq data are available on the GEO platform under the following respective numbers: GSE111914 and GSE208663.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers14194934/s1, Figure S1: ERα protein/mRNA expression and MCF7 cells proliferation under hypoxia; Figure S2: HIF1α and HIF2α expression and localization in MCF7 cells after CoCl2 treatment. Figure S3: Effect CoCl2-induced hypoxic stress on MCF7 cells; Figure S4: Cessation of hypoxic pressure restores E2-mediated transcription and ERα binding to chromatin genome wide; Figure S5: Effect of CoCl2-induced hypoxia in T47D cell and cline and cluster functional annotation; Figure S6: Determination of specific ERα cistrome and transcription factor motif analysis; Figure S7: HIF1α and HIF2α clinical data and correlation with ESR1; Figure S8: The original western blot figure of Figure 1A; Figure S9: The original western blot figure of Figure S1A; Figure S10: The original western blot figure of Figure S1B; Figure S11: The original western blot figure of Figure S1D; Figure S12: The original western blot figure of Figure S1E; Table S1: List of primers used in qPCR to quantify mRNA expression and CHIP; Table S2: ChIP-sequencing statistics; Table S3: Public dataset used.

How the deposited data were processed for this re-analysis (not part of the article)

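ERα ChIP-seq region lists of MCF7 cells were analysed for 6 conditions: control, CoCl2-exposed (200 µM, 1 month) and rescued (1 month without CoCl2) cells, each with EtOH or 10 nM E2 for 50 min. Samples were assigned from the submitters' labels and the methods of the paper. Input libraries entered the authors' peak calling and were not analysed here. The authors pooled DNA from at least 20 ChIP experiments into 1 library per condition, aligned reads to hg19 (GRCh37) with bowtie (at most 2 mismatches in a seed of 28 bases, unique positions), converted reads to signal with samtools and MACS, scaled the signals to the maximum depth, and called peaks against the input at several p-value thresholds. Their methods then describe filtering the lists against repetitive sequences and regions of high background. The submitters' processing notes name Bowtie 1.0.0 and bcl2fastq 2.17.1.14, and the methods another version of bowtie. The files deposited by the authors hold coordinates only, 1 region for each ERBS, with no score, height, p-value or signal, so that the width of a region was used where the design called for a score. The dense windows described below are present in the lists as deposited.

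Coordinates were read as in a BED file and written 1-based. Overlaps were computed with bedtools 2.31.1 and Python 3.11.15 (pandas 2.3.3, numpy 2.4.6, scipy 1.17.1), sequences were read with samtools 1.23.1, pysam 0.24.0 and pyfaidx 0.9.0.4 from GRCh37, which is the build of the lists, and figures were drawn with matplotlib 3.10.9. ERBSs were shared at an overlap of at least 1 bp. EtOH and E2 lists of a state were merged before lost, common and new ERBSs were counted. Near gene groups, an ERBS near several genes of a group is counted once. Where ERBSs of both sides merge differently, common ERBSs are counted on the control side. Chance overlap is the mean of 100 placements of the ERBSs at random positions of the same chromosomes outside assembly gaps. Dense windows are 1 Mb windows with at least 20 ERBSs in each of the 3 EtOH lists; ERBSs were assigned by their centre. TSSs are those of transcripts in the basic set of GENCODE release 44 on GRCh37, for protein-coding and long non-coding genes when positions are described and for protein-coding genes when genes are counted, and 162 of 162 listed genes were found. An ERBS centre within 1 kb of a TSS was counted as promoter.

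The motif scan counted the ERE (GGTCANNNTGACC, at most 1 mismatch in the 10 fixed bases) within 100 bp of the centre, and the HRE (RCGTG), forkhead (TGTTTAC), GATA (WGATAA) and AP-1 (TGASTCA) motifs on both strands, with the same windows at 2 kb on either side as background. Alu-like windows share at least 5 words of 12 bases with an AluY consensus, and CA runs are at least 12 bases of alternating C and A or T and G. For 6 gene groups listed from general knowledge (estrogen-induced, HIF target, cell cycle, luminal epithelial, housekeeping and other-tissue genes), genes with an ERBS within 50 kb of a TSS were counted and set beside 10000 random lists of protein-coding genes drawn from the same 5 classes of TSS density. Named genes are those the paper names in its clusters and discussion, and of each other group at most 10 genes with a lost or new ERBS within 50 kb, nearest to the TSS; named regions are the 10 widest of each class.

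With 1 library per condition no replicate test, p-value or SD was computed. Shares carry Wilson 95% intervals, which cover counting error only. The precision of the lists is set by the number of ERBSs and by the authors' thresholds, since the depth per library (Table S2) was not used here. On simulated data, 2000 of 2000 planted shared regions among 5000 and 400 of 400 planted exact EREs among 2000 sequences were recovered, which checks the code only. Of 200 simulated gene lists with raised binding, 194 lay above the 97.5th percentile, and of 200 background lists, 3 did. These simulations used fewer random lists and higher base rates than the 4.40% of protein-coding genes with a new ERBS within 50 kb. They therefore do not show how well raised numbers of new ERBSs would be found. Alternatives were other overlap rules (50% of the shorter region, 500 bp), the wider 50% of each list, lists without chromosomes 1, 17 and 20, single hormone conditions, equal list length, other windows and mismatch limits, and, added after seeing the data, ERBSs outside dense windows or without repeats. Signal heights, ChIP-qPCR, H3K27Ac and microarray data, and the complete gene lists of the clusters were not analysed here.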

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

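The tests on new ERBSs inside dense windows, on Alu-like sequences and CA runs, on HRE matches inside them, and against palindromes of reordered ERE bases were chosen only after the results were seen.

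Dense runs of ERBSs stood out as a signal outside the sites that the paper's results discuss: 68.1% of the ERBSs of control EtOH cells lie in 41 dense windows, 31 of them on chromosomes 1, 3, 17 and 20. Extra gene copies alone as the source were tested on the dense-window ERBSs of control E2 cells only. Against this source for all of them, an ERE was found in 1.54% (Wilson 95% interval 1.32 to 1.79%). At 2 kb from their centres it was found in 0.409% (0.331 to 0.505%). For 35 palindromes of the same bases in another order the mean was 0.735%, and 1 of them reached as high a share. If ERBSs outside dense windows set the level, 6.71% of those inside would account for this excess. Of the 10518 ERBSs tested, 3199 did not overlap the EtOH list. The test therefore does not settle the source of the dense runs in EtOH cells. New ERBSs inside dense windows had an ERE in 0.576% (0.349 to 0.948%), within the interval at 2 kb (0.461%, 0.310 to 0.685%), and 17 of the 35 reordered palindromes reached that share, so that extra gene copies remain a candidate explanation for these. Copy number and input reads were not analysed here, and no biological explanation was tested. The paper's methods describe removing regions of high background that come from the rearranged MCF7 genome, without naming them. Whether the dense windows are such regions was not tested.

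New ERBSs outside dense windows stood out because 53.5% are centred in an Alu-like sequence or a CA run, against 15.5% at 2 kb and 6.66% of lost ERBSs. Repeats called as regions are therefore a candidate explanation for many of them in the deposited lists. The paper's methods describe filtering against repetitive sequences, so that the share in the paper's own new ERBSs may differ. Background signal as the source of all new ERBSs outside dense windows was examined by the ERE share. An ERE was found in 1.77% (1.12 to 2.78%) against 0.393% (0.199 to 0.773%) at 2 kb. Of the 35 reordered palindromes, 1 reached that share (mean 0.623%). Without new ERBSs centred in repeats the share was 1.48% (0.719 to 3.02%), an interval that overlaps that at 2 kb. The ERE share therefore does not decide whether background signal is the source. Sites opened near hypoxia response elements cannot be told apart from HRE matches inside repeats: the HRE core was in 33.2% of new and 26.3% of lost ERBSs, without repeats the intervals overlap (29.2%, 25.3 to 33.4%, and 25.4%, 24.6 to 26.1%), and the rates of lost ERBSs inside and outside repeats alone give 32.5% for new ERBSs. A change of ERα binding with CoCl2, the condition of these cells, stays open in these lists, which rest on 1 library for each condition. The paper also reports ERα binding at CoCl2-specific ERBSs from independent targeted ChIP experiments (Fig. 3F). It reports lower ERα recruitment near C4 to C6 genes in the same way (Fig. 3E). Those experiments were not analysed here.

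ERBSs found only in rescued cells stood out as regions that the paper's text does not describe (Figure S4 was not used here): outside dense windows there were 1584, with an ERE in 7.58% (6.37 to 8.98%) against 0.789% (0.535 to 1.16%) at 2 kb from their centres.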

How the results depend on the processing

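With 1 pooled library per condition no value has a replicate check, and the Wilson intervals cover counting error only, so that small moves of shares over many ERBSs pass them. Sequencing depth, which limits how many weak ERBSs can be called, was not analysed here. No paired analysis was possible because each condition has 1 library. Of 183 values under alternative settings, 79 stayed within 1.5 times (counts and ratios) or within the interval (shares) of the reported value and 104 did not; the cause was not tested, apart from settings that by construction hold fewer ERBSs or a wider window. The E2 list of control cells was longer than that of CoCl2-treated cells by 1.94 to 2.70 times in the settings tried. Lost ERBSs outnumbered new ones except with the EtOH lists alone and apart from equal list length, where the numbers are alike by construction. The ERE share was lowest in new ERBSs in each setting where it was compared here. These were the main setting, other mismatch limits, a wider window around the centre, outside dense windows and without repeats. No ERE share was computed for the other alternative settings. Merging touching ERBSs changed no count. The settings outside dense windows and without repeats (Alu-like sequences and CA runs) were chosen after seeing the data.

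Without chromosomes 1, 17 and 20, the EtOH and E2 lists held 6167 and 21313 ERBSs in control, 6118 and 9276 in CoCl2-treated and 8181 and 15194 in rescued cells. Of the EtOH list, 81.4%, 57.8% and 60.9% (control, CoCl2, rescued) were found with E2. There were 9231 common and 1612 new ERBSs, 58.0% of those of control cells were lost, and 53.6%, 50.1% and 54.0% of lost ERBSs (EtOH, E2, merged lists) were found again.

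Outside dense windows, 4242 ERBSs were left in control EtOH cells, 3613 and 8076 in CoCl2-treated cells and 6314 and 15632 in rescued cells. Of the EtOH lists, 81.7%, 74.0% and 75.5% were found with E2. There were 7811 common and 1018 new ERBSs, 65.3% were lost, and 53.9% of ERBSs lost with E2 were found again. EREs were in 22.0% of common, 14.3% of lost and 1.77% of new ERBSs, and 15.7%, 14.2% and 7.47% lay within 1 kb of a TSS. Without repeats there were 2402 new ERBSs, 55.1% were lost, and 12.8% of common ERBSs had an ERE.

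With an overlap of at least 50% of the shorter ERBS, 74.8%, 52.7% and 50.5% of the EtOH lists were found with E2, 54.4% of ERBSs were lost and 47.3%, 46.7% and 52.1% were found again. Within 500 bp, the shares were 85.4%, 68.3% and 60.3%, 47.5% and 52.5%, 52.2% and 55.5%, with 2137 new ERBSs. In the upper 50% by width they were 85.2%, 55.7% and 52.1%, 48.2% and 75.9%, 48.6% and 56.2%, with 7640 lost, 8226 common and 1075 new ERBSs, and 10179, 2788 and 5413 found with E2 only. Of new ERBSs in place of lost ones, 60.2%, 10.5% and 37.5% were in rescued cells. With the E2 lists only, 1831 ERBSs were new and 59.8% lost. The EtOH lists only gave 3467 lost and 9844 common ERBSs, 26.0% lost. At equal list length, 6247 were lost (33.3%) and 6009 new.

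Of the 19 cluster genes, 10 had a lost ERBS within 10 kb, 16 within 50 kb and 17 within 100 kb; 9 and 11 had a common one within 50 and 100 kb, and 1 had a new one within 100 kb. Within 2 kb, 21 and 14 estrogen-induced, 11 and 5 HIF target, 4 and 1 cell cycle, 4 and 3 housekeeping, 3 and 2 other-tissue genes and 5 luminal epithelial genes in CoCl2-treated cells had an ERBS with E2 (control before CoCl2 in each pair). Within 20 kb, 10 and 4 cell cycle genes did, and within 100 kb 9 other-tissue genes in CoCl2-treated cells. With 0 mismatches, EREs were in 2.70%, 2.04% and 0.0552% of common, lost and new ERBSs, with at most 2 mismatches in 30.5%, 39.2% and 7.95%, and within 250 bp of the centre in 12.9%, 13.2% and 1.55%.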

Differences from the paper's values

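The paper's text states 3896 ERBSs in control EtOH cells, and the deposited list holds 13311. Both alternatives set before the data were examined still differ, with 13311 ERBSs after merging touching regions and 6167 without chromosomes 1, 17 and 20. For CoCl2-treated EtOH cells the paper's number is 3609 and the list holds 13019, and the same alternatives, 13019 and 6118, also differ. For E2-treated cells, the paper's text gives 22452 and 5716 ERBSs (control and CoCl2) as all those detected, while Fig. 3A shows these numbers in the part of the diagram found with E2 only, so that the sets compared depend on the reading. As ERBSs found with E2 only, the lists hold 21525 and 6196, within 1.5 times the paper's numbers, and their ratio is 3.47 beside the paper's 4-fold drop. As whole lists, CoCl2-treated E2 cells have 16654 ERBSs against the paper's 5716, and 16654 and 9276 under the same alternatives differ too. The whole lists give a 1.94-fold drop against the paper's 4-fold, with 1.94 and 2.30 under the same alternatives, which also differ. With both parts of the diagram added, the paper's total for CoCl2-treated E2 cells is about 8400 in Fig. 3A, read by eye, against 16654 here. Leaving out chromosomes 1, 17 and 20 (9276) no longer differs and merging (16654) does. On these totals the paper's drop is about 3.1-fold in Fig. 3A, read by eye, against 1.94-fold here, where 2.30 without chromosomes 1, 17 and 20 no longer differs and 1.94 after merging does.

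The paper counts 1042 new ERBSs, and 3623 were found here. Of the alternatives set before the data were examined, the upper 50% by width (1075) no longer differs. An overlap of at least 50% of the shorter region (4100), a distance within 500 bp (2137), leaving out chromosomes 1, 17 and 20 (1612), the E2 lists only (1831), the EtOH lists only (4624) and equal list length (6009) still differ. Common ERBSs number about 8000 in Fig. 3B, read by eye, as the paper's value, and 15601 here. The upper 50% by width (8226), leaving out chromosomes 1, 17 and 20 (9231) and the EtOH lists only (9844) no longer differ, while the overlap of at least 50% (15130), the distance within 500 bp (17430), the E2 lists only (12982) and equal list length (12495) do.

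Outside dense windows, a setting chosen after seeing the values, the counts come to 4242 (control EtOH), 3613 (CoCl2, EtOH), 1018 new and 7811 common ERBSs, within 1.5 times the paper's values. For CoCl2-treated E2 cells this setting, chosen after seeing the values, leaves 8076 ERBSs with a 2.70-fold drop as whole lists, and 5375 with a 3.41-fold drop as ERBSs found with E2 only, also within 1.5 times the paper's values on either reading. How many of the paper's own ERBSs this setting drops was not counted, since their positions were not used here. The paper's methods describe the removal of high-background regions without naming them, and its text states no p-value threshold for the lists (Figure S6 was not used here). Counting ERBSs within 500 bp as shared gives 5708 ERBSs found with E2 only in CoCl2-treated cells.

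The paper states that most ERBSs lost with CoCl2 are mobilized again in rescued cells, both with and without E2. With the EtOH and E2 lists merged, 53.0% were found again, but 48.9% with the EtOH lists and 47.6% with the E2 lists. The shares for EtOH, E2 and merged lists were above 50% without chromosomes 1, 17 and 20 (53.6%, 50.1% and 54.0%), within 500 bp (52.5%, 52.2% and 55.5%) and, chosen after seeing the values, outside dense windows (50.2%, with a Wilson interval of 47.9 to 52.6%, 53.9% and 53.2%). They were 47.3%, 46.7% and 52.1% with an overlap of at least 50%, and 75.9%, 48.6% and 56.2% in the upper 50% by width. The paper also states that ERBSs specific to hypoxia are enriched near genes of clusters C1, C3, C4 and C6. Of the 19 cluster genes that it names, 0 had such an ERBS within 2 kb or 50 kb of a TSS and 1, TFF1, within 100 kb. Of all protein-coding genes, 0.745% had a new ERBS within 2 kb, 4.40% within 50 kb and 6.78% within 100 kb. At these rates, 19 genes are too few to show an enrichment or its absence. The complete cluster lists were not used here. Fig. 3E labels ERBSs near 11 genes of C4 to C6 as conserved. Of these genes, 6 had a common ERBS within 50 kb of a TSS (HCK, NTN1, TFF1, FOXC1, KDM4B and GREB1). For the others, the nearest common ERBS was 50225 bp from a TSS of PGR, 57116 bp from one of SGK1 and 107587 bp from one of CXCL12. It was 194083 bp from a TSS of AREG and 236565 bp from one of CDC25A. Inside PGR, control and CoCl2-treated cells with E2 shared an ERBS (chromosome 11, 100949192 to 100949576). They shared another one both with EtOH and with E2 (100904742 to 100905276 in control cells with E2). A distance above 50 kb therefore does not mean that no ERBS of the gene was conserved.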

Other observations

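The comparison of lost and common ERBSs by width class and the values outside dense windows were chosen only after the results were seen.

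Whether ERBSs without hormone lie nearer to promoters depends on the dense windows. Outside dense windows, 21.3% of the ERBSs of control EtOH cells were within 1 kb of a TSS (Wilson 95% interval 20.1 to 22.5%), against 14.7% with E2 (14.3 to 15.2%). CoCl2-treated cells had the same order, with 21.3% (20.0 to 22.7%) and 13.1% (12.4 to 13.8%), and so did rescued cells, with 18.4% (17.5 to 19.4%) and 13.5% (13.0 to 14.1%). Over the whole lists the order was the opposite in control cells (9.55%, 9.06 to 10.1%, with EtOH and 11.3%, 10.9 to 11.6%, with E2), and the intervals overlap in CoCl2-treated cells (8.27% and 7.87%) and in rescued cells (9.56% and 10.1%). Rescued EtOH cells had 1.49 times as many ERBSs outside dense windows as control EtOH cells, 6314 against 4242, and 1076 of the 1584 ERBSs found only in rescued cells came from the EtOH list only. AREG, which had no ERBS within 50 kb in control or CoCl2-treated cells, had 2 in rescued cells with E2.

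Further estrogen-induced genes lost ERBSs at or near a TSS in CoCl2-treated cells. ERBSs over a TSS were lost in the UTR of FHL2 (chromosome 2, 106015552 to 106015756) and of TPD52L1 (chromosome 6, 125524722 to 125524876), and the latter was found again in rescued E2 cells. So were those of ABCA3, 135 bp from a TSS (chromosome 16, 2390882 to 2391176, intergenic), and PDZK1, 739 bp away (chromosome 1, 145744002 to 145744386, intron). Among luminal epithelial genes, ERBSs at TFAP2A (chromosome 6, 10419802 to 10420006) and ELF3 (chromosome 1, 201977342 to 201977496, UTR) were lost and not found again, and one of CDH1, which encodes E-cadherin, was found again in both hormone conditions (chromosome 16, 68772112 to 68772486, exon). Each of the genes named so far in this paragraph also kept at least 1 common ERBS within 50 kb of a TSS. The widest lost ERBS lay in an intron of PAK4 (chromosome 19, 39657282 to 39658216), and the 10 widest also included ERBSs in introns of MYOF (chromosome 10, 95225512 to 95226386) and ZFHX3 (chromosome 16, 73030482 to 73031326). The widest common region, 203535 bp on chromosome 20 (52485842 to 52689376, centred in an intron of BCAS1), compares with a median of 395 bp, and 9 of the 10 widest common regions lie in dense windows.

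A hypothesis, set for ERBSs outside dense windows before their ERE shares were seen but after the dense windows were, is that lost ERBSs are the weaker ones, which fall below the calling threshold when ERα binds less or the library is shallower. Outside dense windows, lost ERBSs had an ERE in 14.3% (13.8 to 14.9%) and a median width of 215 bp, against 22.0% (21.1 to 23.0%) and 415 bp for common ERBSs, the order that the hypothesis needs. Over the whole lists that order of ERE shares was not found: the shares were 12.4% for lost (11.9 to 12.9%) and 11.6% for common ERBSs (11.1 to 12.1%), and 39.2% and 30.5% with at most 2 mismatches. Within width classes outside dense windows the order changes too. Above 350 bp, 12.1% of lost (10.6 to 13.9%) and 24.1% of common ERBSs (23.0 to 25.2%) had an ERE, the intervals overlap from 250 to 350 bp (17.6% and 20.1%) and from 150 to 250 bp (14.5% and 11.5%), and up to 150 bp lost ERBSs had more (10.8%, 9.77 to 11.9%) than common ones (6 of 158, 1.75 to 8.04%). A lower ERα level, which the paper reports for these cells, and a lower depth may each leave fewer weak ERBSs, and neither was tested.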
